# Cyr61 promotes CD204 expression and the migration of macrophages via MEK/ERK pathway in esophageal squamous cell carcinoma

**DOI:** 10.1002/cam4.401

**Published:** 2015-01-26

**Authors:** Manabu Shigeoka, Naoki Urakawa, Mari Nishio, Nobuhisa Takase, Soken Utsunomiya, Hiroaki Akiyama, Yoshihiro Kakeji, Takahide Komori, Yu-ichiro Koma, Hiroshi Yokozaki

**Keywords:** CD204, Cyr61, esophageal cancer, macrophage, tumor microenvironment

## Abstract

Tumor-associated macrophages (TAMs) are known to be involved in the progression of various human malignancies. We previously demonstrated that CD204 was a useful marker for TAMs contributing to the angiogenesis, progression, and prognosis of human esophageal squamous cell carcinoma (ESCC). We also showed that conditioned media of ESCC cell lines induced CD204 expression in THP-1 human monocytic leukemia cells. Here, we performed a cDNA microarray analysis between THP-1 cells stimulated with TPA (macrophage [MΦ]-like THP-1 cells) treated with and without conditioned medium of ESCC cell line to clarify the molecular characteristics of TAMs in ESCC. From the microarray data, we discovered that Cyr61 was induced in CD204-positive-differentiated THP-1 cells (TAM-like THP-1 cells). In the ESCC microenvironment, not only cancer cells but also TAMs expressed Cyr61. Interestingly, the expression levels of Cyr61 showed a significant positive correlation with the number of CD204-positive macrophages in ESCCs by immunohistochemistry. Recombinant human Cyr61 (rhCyr61) promoted cell migration and induced the expression of CD204 along with the activation of the MEK/ERK pathway in MΦ-like THP-1 cells. Pretreatment with a MEK1/2 inhibitor significantly inhibited not only the Cyr61-mediated migration but also the CD204 expression in the MΦ-like THP-1 cells. These results suggest that Cyr61 may contribute to the expression of CD204 and the promotion of cell migration *via* the MEK/ERK pathway in TAMs in the ESCC microenvironment.

## Introduction

Macrophages, the most abundant cancer stromal cells, may contribute to the composition of specific microenvironment for the tumor progression by interacting with cancer cells as well as other stromal cells. Evidence of a correlation between the infiltration of tumor-associated macrophages (TAMs) and poor prognosis in various human malignancies has been accumulating.^1^ TAMs play important roles in tumor progression by facilitating angiogenesis, matrix remodeling, and cancer cell motility and immunosuppression.^1^–^3^ Macrophages are proposed to differentiate into tumor-suppressive (M1) or tumor-supportive (M2) phenotypes in response to various stimuli from the microenvironment.^4^–^6^ Macrophages with the M2 phenotype, characterized by high interleukin (IL)-4, IL-10, and low IL-12 production, are frequently found among TAMs.^2^,^3^ Specific monoclonal antibodies to CD163, a membrane protein belonging to the scavenger-receptor cysteine-rich domain family, and to CD204, a macrophage scavenger receptor, have been developed and were found to be useful for the detection of macrophages with the M2 phenotype.^1^,^2^,^7^

Esophageal cancer is the eighth most common cancer worldwide and is regarded as one of the intractable human cancers, with an estimated 456000 new cases (3% of all cancers) and 0.4 million cancer deaths (5% of all cancer deaths) in 2012.^8^ Although the incidence of adenocarcinoma is increasing in the United States and Western countries, ESCC is still the leading histological subtype in Asian countries including Japan. From the histopathological view point, close interactions of neoplastic squamous cells and stromal components are clear even in the intraepithelial lesions with the characteristic intrapapillary capillary loop alterations that are now good diagnostic clues to ESCC with narrow band imaging endoscopy.^9^ However, the roles of the stromal cells in the carcinogenesis and promotion of ESCCs have not been elucidated.

We recently reported that the number of infiltrating CD204^+^ macrophages in ESCC tissues was significantly associated with microvessel density, depth of tumor invasion, vessel infiltration, lymph node metastasis, clinical stages, and disease-free survival of the patients.^10^ We also demonstrated that conditioned media of five ESCC cell lines (TE-8, TE-9, TE-10, TE-11, and TE-15) induced the mRNA and protein expressions of CD204 along with the mRNA upregulation of *vascular endothelial growth factor A* (*VEGFA*) in THP-1 human monocytic leukemia cells in vitro.^10^ These findings suggested that CD204 was a useful marker for TAMs contributing to the angiogenesis, progression, and prognosis of ESCCs whose specific microenvironment might result in acquiring the macrophages to be CD204^+^ M2 phenotype.

Based on these backgrounds, we conducted a cDNA microarray analysis between THP-1 cells treated with and without conditioned media of ESCC cells to clarify the specific gene expression characteristics of TAMs in ESCC.

## Materials and Methods

### Cell cultures

Five ESCC cell lines (TE-8, TE-9, TE-10, TE-11, and TE-15) were obtained from the RIKEN BioResource Center (Tsukuba, Japan).^11^ The individuality of the TE series ESCC cell lines was confirmed by a short tandem repeat analysis at RIKEN and at the Cell Resource Center for Biomedical Research, Institute of Development, Aging and Cancer, Tohoku University (Sendai, Japan). We purchased the THP-1 human acute monocytic leukemia cell line from the American Type Culture Collection (Mannasas, VA).^12^ We routinely maintained ESCC cell lines and THP-1 cells and prepared the conditioned media of TE series ESCC cell lines (TECMs) as described.^10^,^13^ Mycoplasma was negative in the cell lines by Venor®GeM Classic Mycoplasma Detection kit (Minerva biolabs, Berlin, Germany). To induce macrophage (MΦ)-like differentiation, we also treated THP-1 cells with TPA (Cell Signaling, Danvers, MA) (MΦ-like THP-1 cells) and TECMs for 2 days (TAM-like THP-1 cells) as described.^10^

### cDNA microarray analysis

Total cellular RNA was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). We performed the cDNA microarray using the SurePrint G3 Human GE 8x60K Microarray (Agilent Technologies, Palo Alto, CA). The in vitro transcription, oligonucleotide array hybridization, and scanning were conducted with Takara Bio protocols (TaKaRa Bio, Shiga, Japan). The data have been deposited to the Gene Expression Omnibus repository (GSE59471).

### RT-PCR and quantitative RT-PCR

RT-PCR was carried out as described.^14^ Real-time RT-PCR amplifications of *CD204* and control gene *GAPDH* were performed using the ABI StepOne Real-time PCR system (Applied Biosystems, Foster City, CA). The threshold cycle (Ct) values were determined by plotting the observed fluorescence against the cycle number. We analyzed the Ct values of *cysteine-rich, angiogenic inducer, 61*(*CYR61*), and *CD204* using the comparative Ct method and normalized them to those of *GAPDH*. The relative gene expression levels were estimated using the following formula: relative expression = 2^−(Ct [target gene] − Ct[*GAPDH*])^. Table1 shows the primers we designed according to the previous reports.^15^,^16^

**Table 1:** The primer sets used for RT-PCR and real-time RT-PCR in this study

Gene	Primer sequences
*CYR61*	F: 5′-CTC CCT GTT TTT GGA ATG GA -3′
	R: 5′-TGG TCT TGC TGC ATT TCT TG -3′
*CD204*	F: 5′-CCA GGG ACA TGG GAA TGC AA -3′
	R: 5′-CCA CTG GGA CCT CGA TCT CC -3′
*GAPDH*	F: 5′-ACC ACA GTC CAT GCC ATC AC-3′
	R: 5′-TCC ACC ACC CTG TTG CTG TA-3′

F, forward; R, reverse; PCR, polymerase chain reaction.

### Enzyme-linked immunosorbent assay

We collected and diluted TECMs for the measurement of Cyr61 using the Quantikine ELISA Human Cyr61/CCN1 (R&D Systems, Minneapolis, MN) according to the manufacturer's recommendations. A standard curve was generated for each plate and used to calculate the absolute concentration of Cyr61.

### Tissue samples

A total of 70 sporadic human ESCC tissue samples surgically removed at Kobe University Hospital (Kobe, Japan) were used. The patients were 55 men and 15 women (age range, 54–88 years, mean, 65.7 years). None of the patients received adjuvant chemotherapy or radiotherapy before surgery. Informed consent was obtained from all patients, and the study was approved by the Kobe University Institutional Review Board. All resected specimens were fixed in 10% formalin and embedded in paraffin. Histological and clinicopathological evaluations were performed according to the Japanese Classification of Esophageal Cancer proposed by the Japan Esophageal Society^17^ along with the TNM classification of the Union for International Cancer Control (UICC).^18^

### Immunohistochemistry

We used a modified version of the immunoglobulin enzyme bridge technique with a Linked Streptavidin-Biotin kit (DakoCytomation, Glostrup, Denmark) as described elsewhere.^10^ We used a specific rabbit polyclonal antibody against Cyr61 (H-78, Santa Cruz Biotechnology, Santa Cruz, CA) and mouse monoclonal antibodies to CD204 (SRA-E5, Trans Genic, Kobe, Japan), CD163 (10D6, Novocastra, Newcastle upon Tyne, UK), and CD68 (Kp-1, DAKO) for the primary reaction. After gentle rinsing with 0.05 M Tris-HCl, the sections were incubated with biotinylated goat anti-rabbit or anti-mouse IgG and streptavidin conjugated to HRP. Chromogenic fixation was carried out by immersing the sections in a solution of 3,3′-diaminobenzidine. Sections were counterstained with Mayer's hematoxylin. The macrophage count in the ESCC tissue samples was conducted as described previously.^10^

### Immunofluorescence

For the immunofluorescence examination, formalin-fixed and paraffin-embedded tissue sections were stained with antibodies against Cyr61 (Santa Cruz Biotechnology) and CD204 (Trans Genic). Alexa Fluor 488-conjugated anti-rabbit IgG and Cy3-conjugated anti-mouse IgG (Jackson ImmunoResearch, West Grove, PA) were used as the secondary antibodies. The nuclei were stained with DAPI (Wako, Osaka, Japan). Cyr61- and CD204^+^ cells were observed under a laser-scanning microscope (LSM700; Carl Zeiss, Oberkochen, Germany) and analyzed using the LSM software ZEN 2009 (Carl Zeiss).

### Western blotting

Cells were lysed in a buffer containing 50 mmol/L Tris-HCl (pH 7.4), 125 mmol/L NaCl, 0.1% Triton X-100, and 5 mmol/L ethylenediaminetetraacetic acid or RIPA buffer (Thermo Fischer, San Jose, CA) containing both 1% protease inhibitor and 1% phosphatase inhibitor cocktail (Sigma, St Louis, MO). The resulting lysates were separated on 5–20% SDS polyacrylamide gels, transferred to a membrane with iBlot Gel Transfer Stack (Invitrogen, Carlsbad, CA, USA), and reacted with antibodies against CD204 (Trans Genic), MEK1/2 (Cell Signalling Technology, Beverly, MA), pMEK1/2 (Cell Signalling Technology), ERK1/2 (Cell Signalling Technology), pERK 1/2 (Cell Signalling Technology), and GAPDH (Santa Cruz Biotechnology). After washing, the blots were incubated with HRP-conjugated anti-mouse or anti-rabbit IgGs (GE Healthcare, Little Chalfont Buckinghamshire, UK). Then, the blots were then probed with ImmunoStar Reagents (Wako).

### Transwell assay

The migration assay was performed using 24-well transwells units, each with an 8-*μ*m pore size filter (BD Falcon™; Becton Dickinson, Lincoln Park, NY). Prior to examination, 3 × 10^5^ THP-1 cells were differentiated to macrophage-like cells in the upper inserts. The insert was then exposed to the lower chambers in the presence or absence of 100 ng/mL recombinant human Cyr61 (rhCyr61; R&D Systems). To determine the effect of anti-Cyr61 neutralizing antibody H-78 (Santa Cruz Biotechnology) on the migration of MΦ-like THP-1 cells, we applied 50% TE-10CM in the lower chamber with or without H-78 or control IgG (Santa Cruz Biotechnology). The cells were cultured for 24 h at 37°C in a CO_2_ incubator. The cells remaining in the upper inserts were completely removed with gently swabbing. The number of cells that had migrated through the membrane into lower chambers was counted using Diff-Quik (Sysmex, Kobe, Japan).

### MEK1/2 inhibitor pretreatment

The pretreatment of MΦ-like THP-1 cells with the MEK1/2 inhibitor U0126 (Cell Signalling Technology) was conducted before the rhCyr61 treatment according to the manufacturer's recommendations.

### Statistical analysis

We analyzed the relationships between the clinicopathological features of ESCCs and the immunohistochemical results were analyzed by *χ*^2^ test. The statistical significance of differences in the in vitro assay results was evaluated by paired *t*-test. A *P *< 0.05 was considered significant. Statistical analyses were carried out using SPSS Statistics Ver. 22 (IBM, Chicago, IL).

## Results

### Upregulation of Cyr61 was specifically induced in the CD204-positive-differentiated THP-1 cells

First, to identify the molecules specifically upregulated in TAM-like THP-1 cells, we performed a cDNA microarray analysis using RNAs from THP-1 stimulated with 200 nmol/L TPA or with 200 nmol/L TPA followed by 50% TE-8CM (Fig.1A). 

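The 2 RNAs were each hybridized to 1 array of the SurePrint G3 Human GE 8x60K design, labelled with Cy3 only. One RNA came from THP-1 cells, a human monocytic leukemia line, treated with 200 nM TPA, a phorbol ester, for 2 days, which makes them macrophage-like (MΦ-like). The other came from cells given the same treatment and then 50% TE-8CM, medium conditioned by the ESCC cell line TE-8, for 2 days (TAM-like). With 1 array per condition the differences have no replicate check, and no test or p-value is given. The number of arrays limits the precision. The arrays were on the same slide and were read in the same scan. The authors deposited the scanner output, in which the software had subtracted background from the intensity of each of 58717 non-control spots. These spots carry 42405 different probes, of which 7321 were printed 2 times and 999 were printed 10 times. On the MΦ-like array 36499 spots were well above background, and on the TAM-like array 34804 were. No spot was saturated. Each array was divided by its 75th percentile over probes, spots with outlier marks were left out, and log2 signals were averaged over the spots of a probe and over the probes of a gene. The log2 ratio is TAM-like minus MΦ-like. Signals are given as intensities before this division, and log2 ratios after it. The median log2 ratio of all genes was -0.15 on this scale, so single ratios are relative to that value. Between spots of the same probe, the log2 ratio had an SD of 0.56 where the dimmer array's signal was under 10 and of 0.062 where it was 1000 or more. This SD covers error within the arrays only, not differences between cultures.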

To test the validity of our cDNA microarray analysis, we investigated the upregulation of CD204, a cytological marker for M2-macrophages, by TE-8CM with real-time PCR and western blotting (Fig.1B and C). 

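A log2 ratio could be computed for 20895 genes with a probe well above background on at least 1 array. It was above 2.5 for 341 genes and below -2.5 for 181 genes. Of the 341 genes, 182 were well above background on both arrays. For the other genes at least 1 probe was not well above background on the MΦ-like array, so that their ratios depend on signals near the floor of the array. With each such signal raised to the lowest signal that was well above background, 289 genes were above 2.5. The alternative that moved this count most left 89 genes above 2.5. It was a normexp background correction of the median spot signal with an offset of 50, chosen after seeing the data. The offset is added to every spot, so it compresses ratios of dim spots by its construction. Of the 181 genes below -2.5, 58 were well above background on both arrays. The number below -2.5 was 109 with the raised signals and 25 with the normexp correction.

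**Figure D1:**
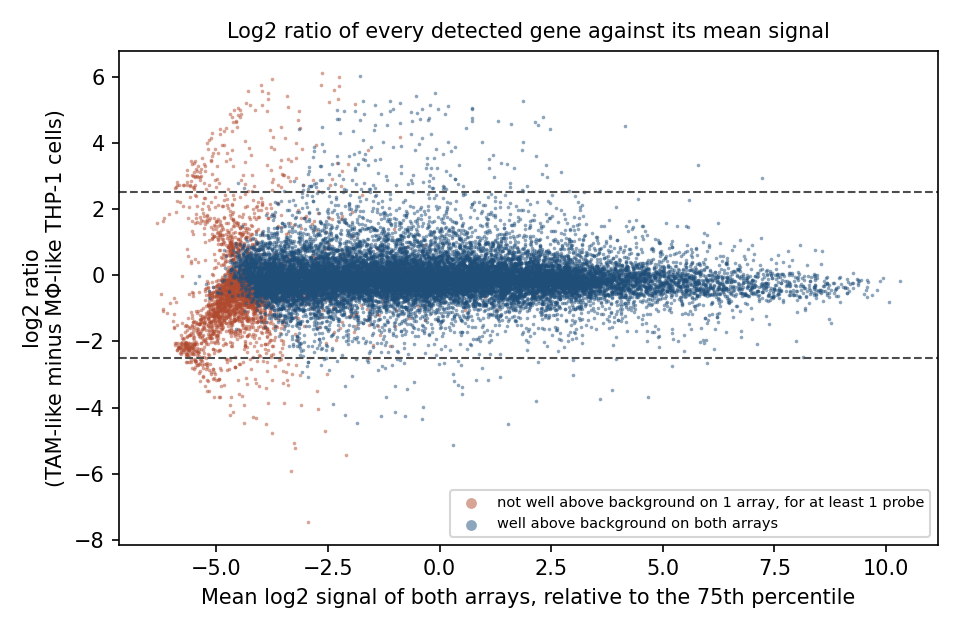
Log2 ratio (TAM-like minus MΦ-like THP-1 cells) of each of the 20895 genes against its mean log2 signal on both arrays relative to the 75th percentile, 1 point per gene, 1 array per condition. Dashed lines mark log2 ratios of 2.5 and -2.5, and the genes with a probe not well above background on 1 array lie mostly at the low signals on the left.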

Among the microarray data containing probes for 42405 human genes, 366 genes were > 2^2.5^-fold upregulated in TE-8CM-treated THP-1 cells (Table S1). We were also interested in upregulated genes known to be induced in M2 macrophages (Table2).^19^ Among these genes, we decided to focus on *CYR61*, known to promote not only macrophage polarization but also cell proliferation, invasion, survival, and metastasis of various cancers.^20^–^22^ *CYR61* was highly induced (2^2.78^-fold) by TE-8CM. 

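The 6 genes of Table 2 differed in how well the arrays measured them. MS4A4A, measured by 1 spot, had a signal before scaling of 64.8 on the MΦ-like array and 504 on the TAM-like array. After scaling its log2 ratio was 2.80. The 2 spots of FN1 gave a mean log2 ratio of 2.63, with an SD of 0.15 between spots. The 10 spots of CD36 were well above background on both arrays, and their log2 ratios all lay between 2.21 and 2.40, with a mean of 2.29. The 2 spots of CXCR2 had log2 ratios of 1.59 and 2.03, with a mean of 1.81, and only 1 of them was well above background on the MΦ-like array. SEPP1 was not well above background on any of the 10 spots of its probe on the MΦ-like array. Its fold on the TAM-like array was taken as 3.13. This fold sets the TAM-like signal against the higher of the lowest signal that was well above background on the MΦ-like array and the probe's own signal there. It holds for the mean over spots and does not cover the spread between them. The log2 ratios of the 10 spots ranged from 1.11 to 3.16, and 4 of them lay below the log2 of this fold, 1.65. The fold is no lower bound, since MΦ-like spots of SEPP1 reached 5.62, above that lowest signal of 4.23, without being well above background. A further SEPP1 probe was not well above background on either array. Under the normexp correction the log2 ratios were 2.16 for MS4A4A, 1.11 for FN1, 2.30 for CD36, 0.40 for CXCR2 and 0.13 for SEPP1. The offset of 50 exceeds the MΦ-like signals of FN1, CXCR2 and SEPP1. Their ratios had to shrink under it, so the drop does not test their increase.

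**Figure D2:**
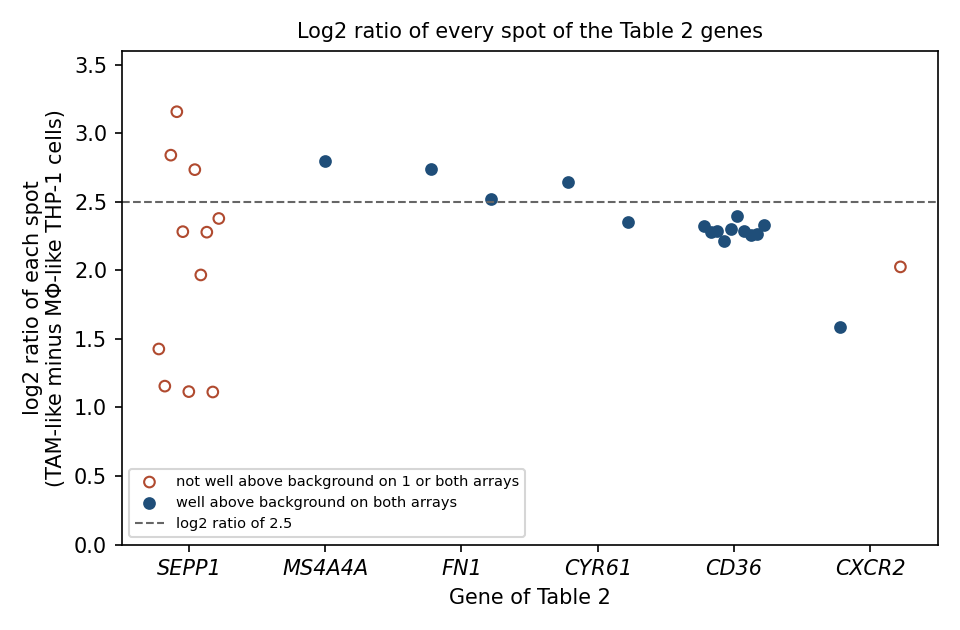
Log2 ratio (TAM-like minus MΦ-like THP-1 cells) of every spot of the 6 genes of Table 2, 1 point per spot, with the spots of a gene spread sideways. Filled points are spots well above background on both arrays, open points are not, and the dashed line is a log2 ratio of 2.5. The 10 filled spots of CD36 lie between 2.21 and 2.40.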

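CYR61, named CCN1 in the reference annotation, was measured by 1 probe printed 2 times. Both spots were well above background on both arrays. Their signals before scaling were 15.6 and 20.3 on the MΦ-like array and 109 and 117 on the TAM-like array. After scaling, the log2 ratios of these spots, in the same order, were 2.64 and 2.36, with an SD of 0.20. The increase was thus larger than the spread between spots. The mean of these log2 ratios rounds to 2.50 and lies just under 2.5 before rounding, so that CYR61 was not among the genes counted above 2.5. The 4 other scalings chosen in advance all placed it above 2.5, from 2.51 with quantile normalization to 2.81 with centring on the spike-in controls. Under the normexp correction, chosen after seeing the data, its log2 ratio was 1.04. The offset of that correction compresses ratios at such dim signals by its construction, so this drop does not test the increase.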

The significant induction of *CYR61* mRNA by TE-8CM as well as by the other four TECMs exposure was validated in MΦ-like THP-1 cells (Fig.1D). We also observed that all of five TECMs induced Cyr61 secretion from MΦ-like THP-1 cells by enzyme-linked immunosorbent assay (ELISA) (data not shown). These results indicate that Cyr61 expression was specifically induced in the TAM-like THP-1 cells.

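Among the 18267 genes well above background on both arrays, CYR61 had rank 183 by log2 ratio. From its induction on the array, the mRNA measurements of Fig. 1D and the secretion measured by ELISA, the paper reads Cyr61 expression as specifically induced in the TAM-like THP-1 cells.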

**Table 2:** Representative upregulated genes reported to be induced in M2 macrophages in MΦ-like THP-1 cells treated with 50% TE-8CM

Accession number	Description	Symbol	Log_2_ ratio
NM_005410	Selenoprotein P, plasma, 1, transcript variant 1	*SEPP1*	3.29
NM_024021	Membrane-spanning 4-domains, subfamily A, member 4, transcript variant 1	*MS4A4A*	2.93
NM_054034	Fibronectin 1, transcript variant 7	*FN1*	2.87
NM_001554	Cysteine-rich, angiogenic inducer, 61	*CYR61*	2.78
NM_001001547	CD36 molecule, transcript variant 2	*CD36*	2.53
NM_001557	Chemokine (C-X-C motif) receptor 2, transcript variant 1	*CXCR2*	2.59

**Figure 1:**
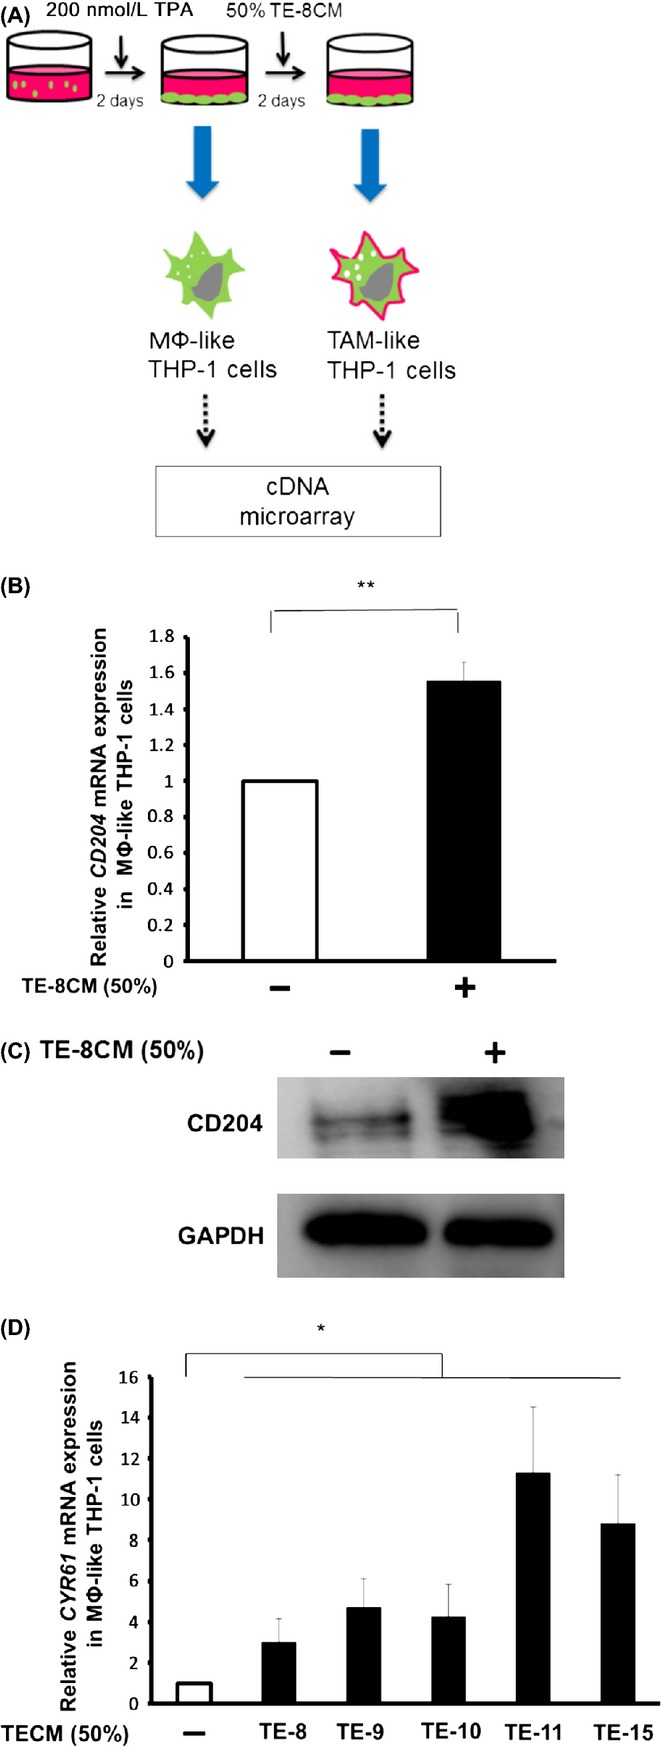
Identification of *Cyr61* differentially expressed in MΦ-like THP-1 cells treated with TECMs. (A) Schema of the strategy of cDNA microarray experiment. THP-1 cells were treated with 200 nmol/L TPA for 2 days to induce macrophage-like differentiation, and then exposed to 50% TE-8CM for 2 days. Differentially expressed genes between MΦ-like and TAM-like THP-1 cells were analyzed by cDNA microarray. (B and C) Proof of the validity of the cDNA microarray. CD204 expression was induced by TE-8CM exposure with TPA pretreatment in mRNA (B, real-time PCR) and protein (C, western blotting) levels (**P <* *0.01). (D) Confirmation of the microarray study. The expression of *CYR61* induced in TAM-like THP-1 cells was analyzed by conditioned media of esophageal cancer cell lines (*P <* *0.05). Error bars indicate SEM. TAM, tumor-associated macrophage.

### In the ESCC microenvironment, not only TAMs but also cancer cells expressed Cyr61

Cyr61 has been reported to be expressed in normal squamous epithelia and upregulated in tumor cells of squamous cell carcinoma,^23^,^24^ but its expression in stromal cells including macrophages has not been well established. We thus investigated the expression of Cyr61 in ESCC tissues by immunofluorescence (Fig.2A). The expression of Cyr61 was detected not only in cancer nests but also in stromal cells with macrophage-like morphology. Interestingly, a part of the Cyr61^+^ stromal cells also demonstrated CD204 immunoreactivity. Moreover, CD204^+^ macrophages with Cyr61 expression were evidently present within the cancer nests (Fig.2A, arrows). We also confirmed the expression of Cyr61 at the mRNA and secreted protein levels in all five ESCC cell lines (Figs.2B and C).

**Figure 2:**
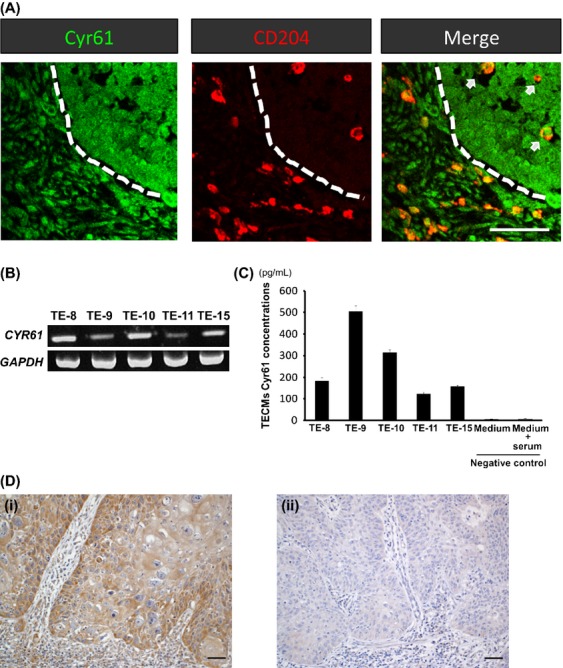
Expression of Cyr61 in the ESCC microenvironment. (A) Immunofluorescence of Cyr61 and CD204 in ESCC tissues. Cyr61 (green) was expressed in cancer nests and stroma. CD204 (red)-positive MΦ with Cyr61 expression was observed in cancer nests and stroma. Scale bar, 50 *μ*m. (B and C) Expression of Cyr61 in ESCC cell lines. Five ESCC cell lines (TE-8, TE-9, TE-10, TE-11, and TE-15) demonstrated Cyr61 mRNA expression (B, RT-PCR) and protein secretion (C, ELISA). Error bars indicate SEM. (D) Representative immunoreaction of high- and low-Cyr61 expression in the nests of ESCCs. In the high-Cyr61 group, the immunoreaction of Cyr61 was stronger than that in the corresponding nonneoplastic esophageal epithelium (i). In the low-Cyr61 group, the expression level of Cyr61 in the cancer nests was equal to that of the corresponding nonneoplastic esophageal epithelium (ii). Scale bar, 100 *μ*m. ELISA, enzyme-linked immunosorbent assay.

### The expression levels of Cyr61 showed a significant positive correlation with the number of CD204^+^ macrophages in the ESCCs

Since we observed the expression of Cyr61 in both cancer cells and macrophages, we subsequently asked whether the expression level of Cyr61 in ESCC as a whole had any statistical association with clinicopathological factors and macrophage markers. We divided the ESCC cases into high- and low-Cyr61 groups according to the relative Cyr61 staining levels of the cancer nests in comparison with that of corresponding nonneoplastic squamous epithelium (Fig.2D). The expression levels of Cyr61 in the ESCCs showed a significant positive correlation with the number of infiltrating CD204^+^ macrophages in the cancer nests and lymph node metastasis (Table3).

**Table 3:** Expression levels of Cyr61 in esophageal squamous cell carcinomas and their correlation with clinicopathological parameters and macrophage infiltration

	Number of cases	Cyr61^1^		*P* value^2^
		Low (*n *=* *45)	High (*n *=* *25)	
Histological grade^3^				
HGIEN	4	3	1	0.546
WDSCC	12	7	5	
MDSCC	43	26	17	
PDSCC	11	9	2	
Depth of tumor invasion^5^				
T1a	19	13	6	0.59
T1b	30	21	10	
T2 + T3	21	11	9	
Lymph node metastasis^5^				
Negative	43	32	11	0.026^6^
Positive	27	13	14	
Stage^4^				
0 + I	38	27	11	0.198
II + III + IV	32	18	14	
CD68^+^ cells^5^				
Low	35	23	12	0.803
High	35	22	13	
CD204^+^ cells^5^				
Low	34	26	8	0.039^6^
High	36	19	17	
CD163^+^ cells^5^				
Low	35	24	11	0.454
High	35	21	14	

ESCC, esophageal squamous cell carcinoma.

1 The relative Cyr61 staining levels of cancer nests compared to that of nonneoplastic epithelial tissues were used to divide the ESCC cases into high- and low-Cyr61 groups.

2 Data were analyzed by *χ*^2^ test.

3 According to the Japanese Classification of Esophageal Cancer.^17^ HGIEN, high-grade intraepithelial neoplasia; WDSCC, well-differentiated squamous cell carcinoma; MDSCC, moderately differentiated squamous cell carcinoma; PDSCC, poorly differentiated squamous cell carcinoma. T1a, tumor invades mucosa; T1b, tumor invades submucosa; T2, tumor invades muscularis propria; T3, tumor invades adventitia.

4 According to the TNM classification by the UICC.^18^

5 The median value of CD68^+^, CD204^+^, or CD163^+^ macrophage number of cancer nests within the areas was used to divide the patients into high and low groups.

6 *P *<* *0.05 was considered statistically significant.

### Recombinant human Cyr61 induced the expression of CD204 and promoted cell migration in MΦ-like THP-1 cells

To investigate the effect of Cyr61 on TAMs in the ESCC microenvironment, we conducted an in vitro assay using rhCyr61. Interestingly, rhCyr61 (10–200 ng/mL) induced the expression of CD204 in MΦ-like THP-1 cells at mRNA and protein levels (Fig.3A and B). Moreover, in the transwell assay, rhCyr61 (100 ng/mL) facilitated the migration of MΦ-like THP-1 cells (Fig.3C). We then verified the role of Cyr61 from cancer cells in the promotion of CD204 and promotion of MΦ migration in the ESCC microenvironment. Not only the significant induction of CD204 by TE-10CM exposure (Fig.3D) but also the TECM-induced migration of MΦ-like THP-1 cells was blocked by the addition of anti-Cyr61 antibody into the culture media (Fig.3E).

**Figure 3:**
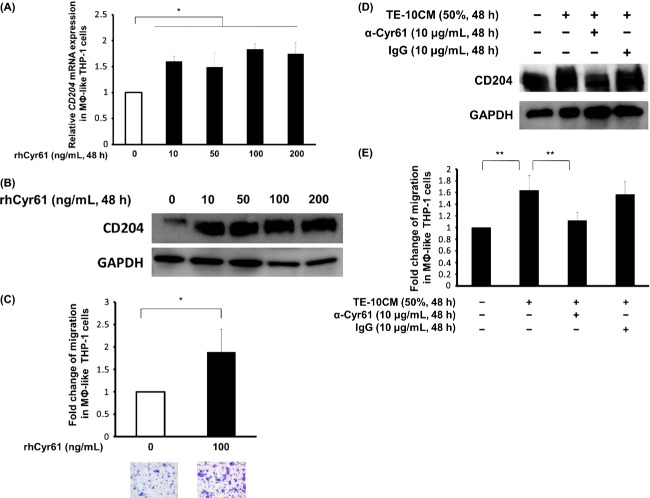
Effects of Cyr61 on the MΦ-like THP-1 cells. (A) *CD204*mRNA was significantly induced in MΦ-like THP-1 cells by rhCyr61 from 10 to 200 ng/mL (*P <* *0.05). (B) The induction of CD204 by rhCyr61 in MΦ-like THP-1 cells was confirmed by western blotting. (C) The transwell migration of MΦ-like THP-1 cells was significantly facilitated by rhCyr61 (100 ng/mL). RhCyr61 demonstrated a significant induction (1.88-fold) of migration (*P <* *0.05). (D) The expression of CD204 in MΦ-like THP-1 treated with 50% TECMs for 48 h, and pretreatment with or without neutralizing anti-Cyr61 or control IgG. Anti-Cyr61 antibody (10 *μ*g/mL) blocked the induction of CD204 by TE-10CM exposure in MΦ-like THP-1 cells. Control IgG had no effect on this phenomenon. (E) The migration of MΦ-like THP-1 by TECMs for 24 h. Anti-Cyr61 neutralizing antibody (10 *μ*g/mL) blocked the migration of MΦ-like THP-1 cells promoted by TE-10CM exposure. Control IgG had no effect on this phenomenon. (**P <* *0.01). Error bars indicate SEM.

### MEK/ERK pathway was involved in the Cyr61-mediated migration and CD204 expression in MΦ-like THP-1 cells

As MEK/ERK pathways are known to be involved in the Cyr61-mediated recruitment of macrophages,^25^ we hypothesized that the MEK/ERK pathway may be activated by Cyr61 in MΦ-like THP-1 cells. The MEK1/2 phosphorylation was increased in response to rhCyr61 stimulation (10–200 ng/mL) (Fig.4A). Pretreatment with a MEK1/2 inhibitor U0126 at 10 *μ*mol/L for 0.5 or 2 h significantly inhibited both ERK1/2 phosphorylation and the Cyr61-mediated migration (Fig.4B and C). Interestingly, CD204 expression was also inhibited by U0126 treatment at 10 *μ*mol/L for 0.5 h (Fig.4D).

**Figure 4:**
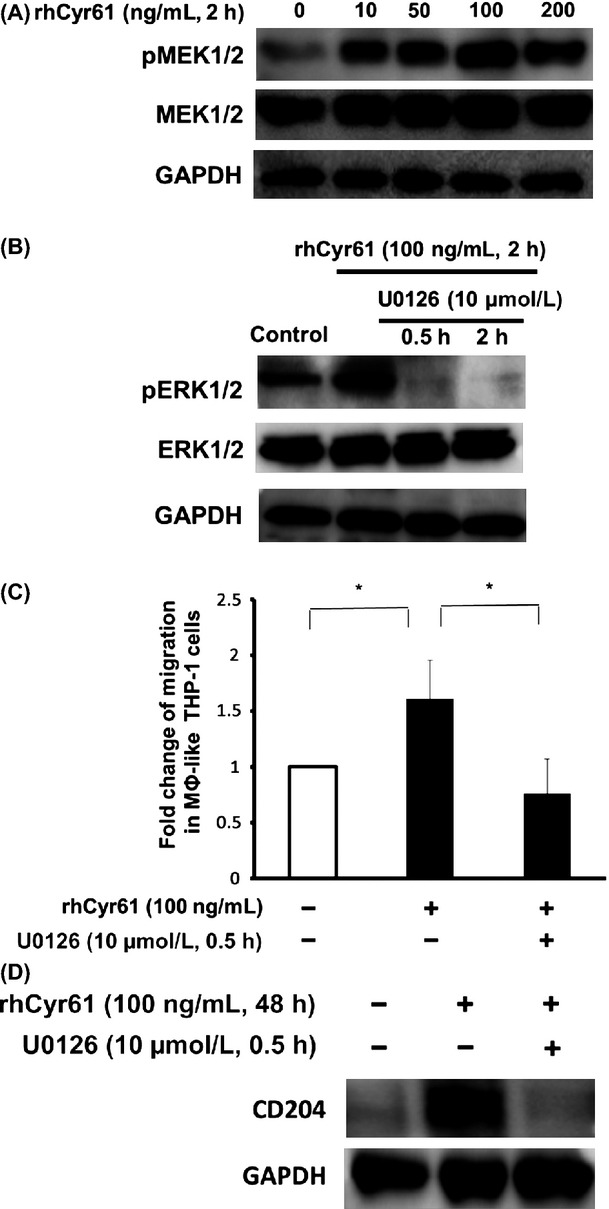
The involvement of MEK/ERK pathway in the effect of rhCyr61 on THP-1 cells. (A) MΦ-like THP-1 cells were treated with rhCyr61 at the indicated dosages for 2 h. An induction of the phosphorylation of MEK1/2 by rhCyr61 was detected. (B) MΦ-like THP-1 cells were pretreated with the MEK1/2 inhibitor U0126 (10 *μ*mol/L) for 0.5 or 2 h, then stimulated with rhCyr61 (100 ng/mL) for 2 h. The phosphorylation of Erk1/2, a downstream signaling molecule, was inhibited. (C) The transwell migration of MΦ-like THP-1 cells promoted by rhCyr61 was significantly inhibited by U0126 pretreatment. U0126 demonstrated significant inhibition of rhCyr61-induced migration (*P <* *0.05). Error bars indicate SEM. (D) U0126 pretreatment significantly inhibited the induction of CD204 expression in MΦ-like THP-1 cells by rhCyr61.

## Discussion

In this study, to investigate the role of TAMs in ESCC, we extracted the upregulated genes reported as M2 genes in MΦ-like THP-1 cells by conditioned medium of ESCC cell line with a cDNA microarray analysis as described.^19^ Among the genes, *CYR61* was induced in TAM-like THP-1 cells. Cyr61 (also called CCN1) is a component of the extracellular matrix which belongs to the CCN protein family.^26^–^28^ Cyr61 is considered to be an angiogenesis inducer.^26^ *CYR61*-null mice suffer developmental failure and embryonic death due to vascular defects in the placenta.^29^ Cyr61 was reported to express on the vessel wall of the developmental circulatory system and regulates the proliferation of vessel endothelial cells and angiogenesis.^30^ Cyr61 is composed of four conserved modular domains.31With these specific modular domains, Cyr61 has a wide variety of biological functions.^26^

In terms of cancer, the overexpression of Cyr61 has been linked to the growth and progression of various cancers.^27^ Cyr61 has also been reported to support the chemotaxis of various cell types including murine macrophages,^25^,^32^ and to induce a proinflammatory genetic program of murine macrophages.^32^ From these reports, we speculate that Cyr61 might also be involved in the recruitment or differentiation of macrophages in the ESCC microenvironment.

In this study, Cyr61 expression and secretion were significantly induced by TECMs in MΦ-like THP-1 cells. This phenomenon indicated that humoral factor(s) from the cancer cells might be responsible for the Cyr61 induction in macrophages. In our immunofluorescence examination, Cyr61 was detected in cancer cells as well as stromal cells of ESCC tissues. Moreover, part of the Cyr61-positive stromal cells expressed CD204 simultaneously. These findings suggested that not only cancer cells but also TAMs expressed Cyr61 in the ESCC microenvironment. To our knowledge, there are only a few reports describing Cyr61 expression in the cancer stroma of ESCC.^33^ Moreover, Cyr61 transcript was reported to be more abundantly expressed in invasive TAMs than general TAMs in a mouse model.^34^ In addition, Stewart et al. defined *Cyr61* as one of the M2 genes.^19^ These reports support our findings of Cyr61 expression in ESCC tissues. Our present findings may provide new knowledge with regard to Cyr61 expression in the ESCC microenvironment.

The overexpression of Cyr61 in ESCC tissues has been reported to be associated with poor survival of ESCC patients, although there was no association between Cyr61 expression and clinicopathological variables including histological grade, clinical stage, and lymph node metastasis.^33^,^35^ We also confirmed that the overall expression levels of Cyr61 showed a significant positive correlation with only lymph node metastasis in our series of ESCC cases. We also assessed the correlation between the expression levels of Cyr61 and macrophage infiltration for the first time. Interestingly, the number of infiltrating CD204^+^ macrophages but not those of other macrophage markers including CD68 and CD163 showed a significant positive correlation with the overall expression levels of Cyr61 in ESCC. As we already reported that CD204 was a useful marker for TAMs contributing to the angiogenesis, progression, and prognosis of ESCC,^10^ We speculated that Cyr61 might associated with the aggressiveness of ESCC by the induction of cell migration and CD204 expression in macrophages.

In accordance with previous reports,^25^,^32^ we observed here that rhCyr61 protein promoted the migration of MΦ-like THP-1 cells. We found that the expression of CD204, an M2-marker, was also induced by rhCyr61. In contrast, other M2 factors, including *CD163*, *IL-10*, *TGF-β*, *VEGFA*, *VEGFC*, *MMP2*, and *MMP9* were tended to be upregulated. Conversely, M1 factors, including *IL-6*, *IFN-γ*, and *TNF-α* showed tendency to be downregulated by rhCyr61 not reaching the statistical significance (data not shown). Moreover, we observed that a neutralizing anti-Cyr61 antibody blocked not only the migration but also the CD204 expression in MΦ-like THP-1 cells promoted by TECM exposure. The effect of Cyr61 on CD204 expression in macrophages has not yet been reported. Mantovani et al. suggested that IL-10 might be a factor inducing CD204 expression.^2^ Among the five ESCC cell lines used in this study, only TE-10 demonstrated a significant amount of IL-10 secretion (data not shown). Cyr61 might thus be one of the important inducers of CD204 in macrophages.

Cyr61 has been shown to recruit macrophages through the activation of the MEK/ERK signaling pathway in myeloid-derived macrophage and mouse macrophage cell lines in vitro.^25^ Indeed, we detected the activation of the MEK/ERK pathway in MΦ-like THP-1 cells by rhCyr61 treatment. In addition, pretreatment with U0126, a MEK1/2 inhibitor, significantly inhibited not only the Cyr61-mediated migration but also the CD204 expression. NF-*κ*B, Stat3, Stat6, c-myc, and interferon regulatory factor are involved in skewing to the M2 phenotype of macrophages.^36^–^39^ Among them, it is well known that Stat3 is an important transcription factor in the interaction between TAMs and tumor cells.^40^–^42^ However, the distinct pathway of CD204 expression in macrophages is not completely understood. There are some reports investigated the function of CD204. Ohnishi et al. suggested that CD204 suppresses the MΦ activation by inhibiting the binding of LPS to toll-like receptor 4 and regulates the inflammatory cytokine production.^43^ Neyen et al. showed that CD204 on MΦ is important for tumor progression and metastasis in vitro and in vivo.^44^ Our findings may suggest a new mechanism for the regulation of CD204 expression.

In conclusion, it cannot be overlooked that not only cancer cells but also TAMs express Cyr61 in the ESCC microenvironment. In addition, the role of Cyr61 for macrophages in the ESCC microenvironment should be taken into consideration. In this study, our overall results overall indicate that Cyr61 contributes to the expression of CD204 and the promotion of cell migration *via* MEK/ERK pathway in TAMs of ESCCs within their specific tumor microenvironment.

# Supplementary material for: Cyr61 promotes CD204 expression and the migration of macrophages via MEK/ERK pathway in esophageal squamous cell carcinoma
**Source:** Cancer Med. 2015 Jan 26;4(3):437–46. doi: 10.1002/cam4.401
**Supplement:** Supplementary file 1

Supplementary Table S1. The genes differentially upregulated (> 2^2.5^-fold) in MΦ-like THP-1 cells treated with 50% TE-8CM

How the deposited data were processed for this re-analysis (not part of the article)

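RNA from MΦ-like THP-1 cells and from TAM-like THP-1 cells was measured on 1 array each. The authors deposited the intensity of every spot as read by Agilent Feature Extraction from a 1-colour scan, with the software's background subtraction and its marks for outliers, saturation and signals well above background. They also deposited a value table, which held the same intensities multiplied by 1 factor per array, 3.17 for the MΦ-like array and 3.10 for the TAM-like array. The paper's text names no normalization between the arrays.

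Control spots and spots marked as outliers were left out. The 75th percentile of the probes' intensity was 263 on the MΦ-like array and 295 on the TAM-like array, and each array was divided by its own. Log2 signals were averaged over the spots of a probe and then over those probes of a gene that were well above background on at least 1 array. A probe printed several times was taken as well above background where at least 50% of its spots were. That rule was chosen after the spots had been seen, and requiring any spot or all spots was tried as well. A first version took the 75th percentile over spots in place of probes. It was replaced by the planned percentile over probes after its values had been seen, and is given among the alternatives. Of the 42405 probes, 25322 passed. On the MΦ-like array 58.3% of the probes were well above background and on the TAM-like array 54.8%. Where a gene was not well above background on 1 array, its fold was taken against its own signal there or the lowest signal well above background, whichever was higher. That lowest signal was 4.23 on the MΦ-like array and 6.14 on the TAM-like array. Where the gene's own signal was the higher, the fold is the computed ratio and no lower bound. A fold against the lowest signal is cautious but no strict bound, since spots not well above background could lie above that signal.

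The files list accessions and no gene symbols, so genes were named through the RefSeq table of GRCh38.p14, which matched 25715 of the 42405 probes, and other probes kept the identifier of the files. The array design was annotated on another genome build, so no coordinates are given. Of the 20895 genes with a log2 ratio, 14067 were named in this way.

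The rule for the genes named, the gene lists and a first set of alternative settings were written before the data were examined. The genes named are the genes the paper names by a measurement in macrophages, the 5 genes with the highest and the 5 with the lowest log2 ratio among those well above background and unsaturated on both arrays, the 5 members of each gene list with the highest signal, and the first 5 genes of Table S1, of which 363 of the paper's 366 rows were used here. The 9 gene lists, for S phase and G2/M (as distributed with Seurat), squamous epithelial cells, immature myeloid cells, macrophages, inflammation, MEK/ERK output, YAP/TAZ targets and sterol and fatty acid synthesis, hold marker or target genes. The median of each list was set against 10000 random lists of the same size matched on mean signal, as a description of these arrays.

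With 1 array per condition no test was made. The spread between spots of the same probe gives the error within the arrays, with an SD of 0.15 for the log2 ratio of probes well above background on both. Of that first set of alternatives 10 were run and 2 were not, and 6 were added after the data had been seen. A value is called moved where an alternative changed it by more than the SD between spots (0.15 for the median of a list), a limit also set after the data had been seen. For a gene whose probe was printed several times this SD is that of its own spots. It then often rests on 2 spots and is imprecise. The steps were tested on simulated data for this comparison, in which 200 of 24714 probes were changed by known amounts. The changed probes came only from brighter probes well above background, and a probe's detection was the same on both simulated arrays. Noise was the typical spread between spots at each signal level. For the changed probes the median absolute error of the log2 ratio was 0.040, and 0 unchanged probes passed 2.5. The simulation does not cover changes in dim genes or genes well above background on 1 array only. Of unchanged random lists in the simulation, 7.5% fell below percentile 5 or above percentile 95.

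The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 for the normexp correction.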

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

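The tests on the inflammatory genes were chosen only after the result was seen, as was the count of squamous epithelial genes below, while the other tests on the cell cycle genes were set before.

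Table S1 lists cell cycle genes, which the paper does not discuss. The 43 S phase genes had a median log2 ratio of 2.61 and the 53 detected G2/M genes one of 3.93, each above all of 10000 random lists matched on signal, whose medians centred on -0.13 and -0.12. With dim signals raised to the lowest signal that was well above background, the medians were 2.55 and 3.79. Of these lists, 26 and 37 genes are in the 363 rows of Table S1 used here, which were picked on these arrays, so the lists are not independent of that table. TOP2A had a log2 ratio of 6.03, from a signal of 9.56 on the MΦ-like array, and BIRC5 one of 5.27. With normexp and the 75th percentile they were 3.33 and 4.79. Among bright members, TYMS had 4.52 and NASP 1.19. Scaling between the arrays is argued against as the cause, because the S phase median stayed at 1.44 or more under every scaling run. TE-8 cells or their RNA carried over with the medium are argued against as well. The test set for this was the median of the squamous epithelial genes, which was -0.17, with a change of sign under spike-in centring. Of the 24 genes 14 were not well above background on the TAM-like array, and the highest log2 ratio among the 11 detected ones was 1.06. Of the members with the highest signal, S100A2 went from a signal before scaling of 312 to 185 and ITGA6 from 1109 to 803. LAMB3 had a log2 ratio of 0.49. PERP and KRT8 had log2 ratios of -0.17 and -0.16, both of which changed sign under spike-in centring. The RNA of TE-8 itself was not analysed here. Whether some THP-1 cells had lost or escaped differentiation cannot be told apart. Immature myeloid genes had a median of 0.14, at percentile 98.4 of random lists, and macrophage genes one of -0.45, at percentile 0.69. Both lie on the side that lost differentiation would give. The members went both ways, however, with 3 immature myeloid genes above 1 and 4 below -1. Of the macrophage genes 7 were above 0 and 13 below. The time since TPA and the change of serum cannot be told apart from TE-8CM, because the TAM-like cells were cultured for 2 further days in other medium. A response to TE-8CM stays open and untested.

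The paper does not report on genes that were lower in TAM-like THP-1 cells on the arrays. There, 58 genes were below -2.5 and well above background on both. The lowest was OCSTAMP with -5.13, followed by EGR1 with -4.50, NOS2 with -4.48, TGFB3 with -4.34 and MTHFD2L with -4.25. The 17 detected inflammatory genes had a median log2 ratio of -1.55, below all of 10000 random lists, and 16 of them were below 0. TNF had -3.68 and IL6 -2.38, while CCL20 rose by 1.59. Scaling is argued against, because the median stayed at -1.25 or lower under every scaling run. Time since TPA and the change of serum cannot be told apart from TE-8CM here either, with the same 2 further days between the cultures, and a response to TE-8CM stays open and untested.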

How the results depend on the processing

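No paired analysis was possible because each condition has 1 array, and both carry the replicate number 1. The 2 alternatives with normexp on the mean spot signal were not run, because the files used here hold the median and not the mean of each spot. Both versions on the median signal were chosen after seeing the data, as were the 75th percentile over spots, the detection rules by any or all spots, and the highest spot per gene in the deposited value table.

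The number of genes above 2.5 stayed within 1.5 times the main count of 341 under all alternatives except 3. It was 201 where probes not well above background on both arrays were left out before a gene's probes were averaged. This leaves 18680 genes, more than the 18267 for which every probe used was well above background on both arrays and of which 182 were above 2.5. It was 89 and 94 with normexp followed by the 75th percentile and by quantile normalization. The offset of 50 compresses ratios of dim spots by its construction. The number below -2.5, 181 in the main analysis, was 108 with spike-in centring, 61 with both arrays well above background, 109 with the floor, and 25 and 24 with the normexp versions. Centring on the spike-in controls shifted the median of all genes by 0.31 and gave 416 genes above against 108 below, a share above of 79.4% in place of 65.3%. Normexp gave shares of 78.1% and 79.7%, and both arrays well above background 76.7%. The median of all genes also shifted by 0.12 with median scaling, by 0.13 in the deposited value table, by 0.20 without a filter and by 0.18 for the highest spot, and ratios under these alternatives are to be read against that shift.

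The log2 ratio of CYR61 was positive throughout. It was 2.81 with spike-in centring, 2.78 for the highest spot, 2.47 with the 75th percentile over spots, and 1.04 and 1.07 with normexp. Of the 10 alternatives set before, 6 concern filters, outlier marks and the choice among probes and left the value of its single probe as it was. The other 4 change the scaling and all gave more than 2.5, so its side of the threshold depends on the scaling.

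Under spike-in centring the list medians were 2.92 for S phase, 4.23 for G2/M, 0.14 for squamous epithelial, 0.44 for immature myeloid, -0.14 for macrophage, -1.25 for inflammatory, -0.29 for MEK/ERK, 0.54 for YAP/TAZ and 0.80 for sterol and fatty acid genes. For the highest spot, in the same order, they were 3.19, 4.40, 0.010, 0.29, -0.28, -1.32, -0.35 for MEK/ERK and 0.73 for sterol and fatty acid genes. With normexp and the 75th percentile they were 1.44 for S phase, 1.97 for G2/M, -1.38 for inflammatory and -0.11 for YAP/TAZ genes, and with normexp and quantile normalization 1.5, 1.95, -1.29 and -0.095, with -0.18 for macrophage and -0.41 for MEK/ERK genes. With both arrays well above background S phase was 2.10 and G2/M 3.24. Quantile normalization gave -0.17 for macrophage genes, and the probe with the largest ratio 4.17 for G2/M. Without a filter the squamous median was 0.090 and that of MEK/ERK genes -0.39. With the brightest probe the YAP/TAZ median was -0.14. The squamous and YAP/TAZ medians thus changed sign. Spike-in centring adds the same 0.31 to every gene, which accounts for the change of the squamous median there. For the other changes of sign the cause was not tested.

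Of single named genes, CD68 became 0.016, PERP 0.14, KRT8 0.14, NT5E 0.092 and AXL 0.17 under spike-in centring. KRT8 was 0.093 without a filter and 0.071 for the highest spot, where NT5E was 0.035 and AXL 0.0093. Under spike-in centring these changes of sign follow from the same shift of every gene, and for the others the cause was not tested. Of the other values of named genes, 740 moved by less than the SD between spots and 412 by more, 353 of these to a higher and 59 to a lower value. Signal over background limits the dim genes most, since the SD between spots was 0.56 below a signal of 10.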

Differences from the paper's values

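The paper counts 366 genes above its threshold and 341 were counted here. Over all alternatives the count ranged from 89 to 430, and median scaling, set before the data were examined, gave 366. This equal number is not the same set of genes. Of the 361 rows of Table S1 with a value, median scaling placed 310 above 2.5 and 51 at or below it.

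The paper's log2 ratio of CYR61 is 2.78 and the value here was 2.50. Of the alternatives set before the data were examined, median scaling with 2.62, spike-in centring with 2.81 and the deposited value table with 2.63 fell within the SD between spots of the paper's value, and the other 7 did not. For FN1 the paper's value is 2.87 and the value here 2.63. The same 3 alternatives fell within the SD, with 2.75, 2.94 and 2.76. The SDs of CYR61 and FN1 rest on 2 spots each. Probes of similar signal had an SD of 0.35, larger than either gene's difference from the paper. For CD36 the paper's value is 2.53 and the value here 2.29. None of the alternatives set before fell within the SD between spots, and spike-in centring, with 2.60, lay above the paper's value. For CXCR2 the paper's value is 2.59 and the value here 1.81, and none of them reached it. With detection by all spots, chosen after seeing the values, CXCR2 counted as not well above background on the MΦ-like array. Its value stayed at 1.81, computed against its own signal there, and is no lower bound.

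In Table S1 the paper's value of TOP2A is 7.16 and the value here 6.03, with none of the alternatives set before reaching it, and with detection by all spots, chosen after seeing the values, it was only a lower bound. The paper's value of TYMS is 4.67 against 4.52, of FADS1 3.28 against 3.10, and of HMGB2 2.59 against 2.41, and of the alternatives set before only the deposited value table fell within the SD, with 4.66, 3.24 and 2.55. The paper's value of CKS1B is 3.27 against 3.07 and of CD14 3.11 against 2.95. Median scaling with 3.18 and 3.06 and the deposited value table with 3.20 and 3.08 fell within the SD, and the others did not.

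The highest spot per gene in the deposited value table, a setting chosen after seeing the values, gave 3.29 for SEPP1, which is the paper's value, 2.78 for CYR61, 2.87 for FN1, 2.53 for CD36, 7.16 for TOP2A, 4.67 for TYMS, 3.28 for FADS1, 2.59 for HMGB2, 3.27 for CKS1B and 3.11 for CD14, and did not match the paper's value for CXCR2, whose highest spot was 2.16 there. For BIRC5 it gave 5.58, above the paper's value of 5.28, which the value here, 5.27, did not differ from by more than the SD, and which is that of the lowest of its 10 spots in the deposited value table.

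Over the 363 rows of Table S1 used here, 361 had a value, 360 of these lay below the paper's, and 222 differed by more than the SD between spots. For many rows that SD rests on 2 spots, so it is a rough limit. The median difference was 0.20. In the deposited value table, whose log2 ratios lay 0.13 higher by its scaling alone, 304 lay below the paper's, 90 differed by more than the SD and the median difference was 0.065. The paper lists all of them above its threshold. Of the 361, 74 were at or below it here and 50 with the deposited value table, and over the alternatives set before that keep 361 values this number ranged from 36 with spike-in centring to 105 with the floor. With the highest spot, chosen after seeing the values, 6 of 363 differed by more than the SD and 1 was at or below the threshold. At or below it here, of the genes in Table 2, were CYR61, CD36 and CXCR2. SEPP1, whose fold here is set against the lowest signal that was well above background, was not shown to pass it. CYR61 was above 2.5 with median scaling, quantile normalization, spike-in centring and the deposited value table, CD36 was above it with spike-in centring at 2.60, and HMGB2 with median scaling, spike-in centring and the deposited value table. The highest spot, chosen after seeing the values, also placed CYR61, CD36, HMGB2 and SEPP1 above it. No setting placed CXCR2 above it.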

Other observations

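The test of the paper's values against single spots was chosen only after the result was seen.

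All 363 rows of Table S1 used here gave a log2 ratio within 0.01 of 1 spot of the deposited value table. The rows hold 362 different accessions, since MLF1IP and IBSP carry the same accession and the same value, which is counted for both. CXCR2 of Table 2 is not among these rows, and the paper's value for it matches neither of its 2 spots. For 250 rows the accession has several spots, and in 247 of these the paper's value was that of the highest spot, while 13 equalled the mean. A candidate explanation for the paper's ratios lying above the mean over spots of that table is that they are those of single spots, mostly the highest. For 55 of the 250 rows the mean over spots was below 2.5. Of 750 detected probes printed 10 times, 37 had a highest spot above 2.5, 29 had a mean above 2.5, and a single spot taken from each would give 30.0 on average. Of the rows, 155 were not well above background on the MΦ-like array. No biological explanation was tested.

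MSR1, which encodes CD204, has 3 probes that disagree. One had a log2 ratio of -1.21, and the others, designed on another transcript, had 0.56 and 0.53. Each was well above background on both arrays, and the spread between its spots was far smaller than the gap. Their mean was -0.042. The sign of MSR1 thus differed between its probes, and over the alternatives its log2 ratio ranged from -1.21 to 0.75. The paper reports CD204 induction by TE-8CM from real-time PCR and, for the protein, western blotting. These are other measurements and were not analysed here.

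Of genes the paper measured after rhCyr61, the arrays after TE-8CM gave log2 ratios of -0.58 for CD163, -1.68 for TGFB1, -1.02 for VEGFA, -1.01 for VEGFC, 0.47 for MMP2 and -0.82 for MMP9. IL10 was well above background on the TAM-like array and not on the MΦ-like array, and no fold is given for it, since the signal it would be set against is its own signal there. IFNG was not well above background on either. GAPDH had -0.33, between -0.35 and -0.021 over the alternatives, and CD68 -0.29, which changed sign under spike-in centring.

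The remaining lists had small medians. The 20 detected macrophage genes had -0.45, at percentile 0.69 of random lists, with CD14 at 2.95, APOE at 0.91 and CSF1R at -0.54. MEK/ERK output genes had -0.59, at percentile 0.63, with DUSP6 at -1.94, SPRY2 at -1.24 and DUSP4 at 0.20. Sterol and fatty acid genes had 0.49, above all random lists, with FADS1 at 3.10, FDFT1 at 0.78 and SQLE at -0.31. YAP/TAZ targets, a list that includes CYR61, had 0.24 at percentile 99.0, with IGFBP3 at -1.39 and GADD45A at 1.00. The sign of this median changed with the brightest probe and with both normexp versions. Immature myeloid genes were at percentile 98.4, and squamous epithelial genes were at percentile 40.6. In the 363 rows of Table S1 used here were 2 macrophage, 1 immature myeloid, 1 YAP/TAZ and 2 sterol and fatty acid genes, and 0 of the other 3 lists.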
